# Downregulation of m6A Methyltransferase in the Hippocampus of *Tyrobp*^–/–^ Mice and Implications for Learning and Memory Deficits

**DOI:** 10.3389/fnins.2022.739201

**Published:** 2022-03-21

**Authors:** Zhanyun Lv, Tongxiao Xu, Ran Li, Dejie Zheng, Yanxin Li, Wei Li, Yan Yang, Yanlei Hao

**Keywords:** *Tyrobp*^–/–^ mice, m6A methylation, METTL3, METTL14, WTAP, ALKBH5, FTO, MeRIP-seq

## Abstract

Loss-of-function mutations in the gene that encodes TYRO protein kinase-binding protein (*TYROBP*) cause Nasu-Hakola disease, a heritable disease resembling Alzheimer’s disease (AD). Methylation of N6 methyl-adenosine (m6A) in mRNA plays essential roles in learning and memory. Aberrant m6A methylation has been detected in AD patients and animal models. In the present study, *Tyrobp^–/–^* mice showed learning and memory deficits in the Morris water maze, which worsened with age. *Tyrobp^–/–^* mice also showed elevated levels of total tau, Ser202/Thr205-phosphorylated tau and amyloid β in the hippocampus and cerebrocortex, which worsened with aging. The m6A methyltransferase components METTL3, METTL14, and WTAP were downregulated in *Tyrobp^–/–^* mice, while expression of demethylases that remove the m6A modification (e.g., FTO and ALKBH5) were unaltered. Methylated RNA immunoprecipitation sequencing identified 498 m6A peaks that were upregulated in *Tyrobp^–/–^* mice, and 312 m6A peaks that were downregulated. Bioinformatic analysis suggested that most of these m6A peaks occur in sequences near stop codons and 3′-untranslated regions. These findings suggest an association between m6A RNA methylation and pathological TYROBP deficiency.

## Introduction

In the brain, TYRO protein kinase-binding protein (TYROBP) is expressed mainly by microglia (Ma et al., 2015). A *TYROBP*-centered pathway has been identified in microglia of healthy adult and aged mice, and 44 of the 100 genes interact directly or indirectly with *TYROBP* (Hickman et al., 2013). Loss-of-function mutations in the *TYROBP* gene cause Nasu-Hakola disease (NHD), also known as polycystic lipomembranous osteodysplasia with sclerosing leukoencephalopathy (MIM 221770) (Paloneva et al., 2000). NHD patients typically experience frequent bone fractures starting in their 30s, progressive memory deficits and personality changes starting from their 40s, and eventually dementia and death (Xing et al., 2015). *TYROBP* mutations have also been detected in patients with Alzheimer’s disease (AD) (Pottier et al., 2016). A study of 1,647 AD patients *post mortem* revealed upregulation of TYROBP and suggested that it is a key regulator of AD-related processes (Zhang et al., 2013).

NHD and AD overlap significantly in clinical presentations as well as in pathological features. The pathologic hallmark of AD is the accumulation of insoluble neurotoxic aggregates, including amyloid β (Aβ) plaques and intracellular tau neurofibrillary tangles. Aβ deposition and neurofibrillary changes have been reported in the brains of NHD patients bearing homozygous Q33X mutations in the *TREM2* gene (Maderna et al., 2021). NHD patients have been found to contain Aβ deposits in the frontal cortex and phosphorylated tau in hippocampal neurons (Satoh et al., 2018).

N6-methyladenosine (m6A) methylation in RNA is a post-transcriptional modification that attaches a methyl group at the N6 position of adenosine (Zaccara et al., 2019), which helps regulate the localization, transport and translation of mRNAs involved in memory and learning (Zhang et al., 2018). Transgenic *APP/PS1* mice show elevated m6A methylation in the cerebrocortex and hippocampus; upregulation of methyltransferase-like protein 3 (METTL3), which helps generate m6A (Liu et al., 2014); as well as downregulation of fat mass- and obesity-associated protein (FTO), a demethylase that removes the m6A modification (Jia et al., 2011; Han et al., 2020).

Given the similarities between AD and NHD, we compared hippocampal m6A methylation between *Tyrobp*^–/–^ and wild-type (WT) mice. The function of differentially expressed RNAs was predicted based on enrichment in Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.

## Materials and Methods

### Animal Subjects

F0 *Tyrobp*^+/–^ mice were obtained from Cyagen Biosciences (Guangzhou, China). 

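*Tyrobp*, the gene targeted in this strain, lies on the forward strand of chromosome 7 from 30413760 to 30417585 in the mouse annotation used for the sequencing data (Ensembl v96). The m6A peak lists that the authors deposited for the hippocampus of 6-month-old WT and *Tyrobp-/-* mice hold 0 peaks of this gene in either genotype, so its methylation could not be compared.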

The mouse strain was constructed by microinjecting into fertilized eggs a transcription activator-like effector nuclease (TALEN) that removes 10 bases (GTACAGGCCC) from exon 2 of the *TYROBP* gene. F0 mice were bred with C57/BL6 mice to produce the F1 generation, and the mutant F1 generation was inbred to generate the F2 generation. Gene knockout was confirmed using Sanger sequencing and western blotting.

All experiments were carried out using male mice. Age-matched WT littermates were used as controls. *APP*^KM670/671NL^/*PSEN1*^Δexon9^ *(APP/PS1)* mice and C57/BL6J WT mice were purchased from Huafukang Bioscience Co., Ltd. (Beijing, China). Mice were housed in groups of four with *ad libitum* access to standard food pellets and water on a 12/12h light/dark cycle. Experiments were approved by the Ethics Committee for Animal Experiments at The Affiliated Hospital of Jining Medical University.

### Morris Water Maze

Each group in this test contained six mice aged 2, 6, and 9 months. Testing was conducted using a standard 5-day regimen with a circular pool filled with opaque water by handlers who were blinded to grouping. During training sessions, which were conducted once a day for the first 5 days, a platform was placed 1 cm below the surface, and the mice were placed into the water in different quadrants facing the pool wall. If the mouse failed to locate the platform within 60 s, it was guided to the platform and allowed to stay on the platform for 15 s. Animal trajectories were recorded using a video-based image tracking system and ANY maze software (Global Biotech, Mount Laurel, NJ, United States).

### Immunofluorescence Analysis

At 24 h after the Morris water maze testing, three mice per group were deeply anesthetized with 1% carbrital and perfused transcardially with 0.9% saline, followed by cold 4% paraformaldehyde in 0.1 M phosphate-buffered saline (PBS, pH 7.4). Brains were dissected out and maintained overnight in 4% paraformaldehyde, cryopreserved in PBS containing 30% sucrose, then stored at −70°C until use. Brain sections (10 μm) were prepared and incubated for 12 h with one of the following antibodies: mouse monoclonal antibody against TYROBP (B-2, 1:100, cat# sc-166086, Santa Cruz Biotechnology, Dallas, TX, United States), mouse monoclonal antibody against tau (Tau5, 1:100, cat# ab80579, Abcam, Cambridge, MA, United States), mouse monoclonal antibody against Ser202/Thr205-phosphorylated tau (AT8, 1:100, cat# MN1020, Thermo Fisher Scientific, Waltham, MA, United States), mouse antibody against Aβ(1-16) (6E10, 1:100, cat# SIG-39320, Biolegend, San Diego, CA, United States), rabbit antibody against m6A (1:200, cat# A17924, ABclonal, Wuhan, Hubei, China) mixed with 2% BSA, 1 × DNase I Buffer (10 mM Tris-HCl, 2.5 mM MgCl2, 0.5 mM CaCl2), 25 U/mL DNase I (cat# 79254, Qiagen, Beverly, MA, United States), mouse monoclonal antibody against Iba1 (1:100, cat# ab283319, Abcam), rabbit monoclonal antibody against Iba1 (1:100, cat# ab178846, Abcam), mouse monoclonal antibody against GFAP (1:200, cat# CL488-60190, Proteintech Group, Chicago, IL, United States) and mouse monoclonal antibody against NeuN (1:200, cat# 66836-1-Ig, Proteintech Group). The sections were then incubated for 1 h with either Alexa Flour 488-conjugated goat anti-rabbit IgG (1:50, cat# SA00013-2, Proteintech Group) or Alexa Flour 568-conjugated goat anti-mouse IgG (1:1,000, cat# ab175473, Abcam). Images were acquired using an upright Zeiss microscope (Axio Imager.Z2, Carl Zeiss, Oberkochen, Germany), and analyzed using Image J (National Institutes of Health, Bethesda, MD, United States) (Schneider et al., 2012).

### RNA Isolation and Quantitative Real-Time PCR

Total RNA was isolated from each group of nine mice aged 6 months, then purified using TRIzol reagent (cat# 15596018, Invitrogen, Carlsbad, CA, United States). The amount and quality of the purified RNA were examined using the ND-1000 system (NanoDrop, Wilmington, DE, United States). Only RNA giving an absorbance ratio A_260_/A_280_ of 1.8–2.0 was used in further experiments. An aliquot of mRNA (1 μg per sample) was reverse-transcribed into cDNA using the SuperScript III First-StrandKit (cat# 18080051, Invitrogen), and 1 μL of cDNA (diluted 1:2) was used as template in quantitative PCR in the ChamQ™ Universal SYBR qPCR Master Mix (cat# Q711-02, Vazyme, Nanjing, Jiangsu, China). β-actin served as the internal control. Primer sequences were designed using the online Primer Blast tool (^1^ Supplementary Table 1). Levels of mRNA were expressed using the 2^–ΔΔCt^ method (Lv et al., 2016). Only genes associated with transcript Ct ≤ 30 were considered to be expressed.

### Western Blotting

Total protein was isolated from frozen hippocampi from groups of six mice aged 6 months using RIPA lysis buffer (Beyotime Biotechnology, Nanjing, China) containing PMSF (Beyotime Biotechnology). Lysates were left standing for 30 min, then centrifuged at 12,000 × *g* for 20 min at 4°C. Protein concentration was estimated using bicinchoninic acid (Beyotime Biotechnology), and equal amounts (30 μg) were separated by electrophoresis on precast 10% Bis-Tris gels (Bio-Rad Laboratories, Hercules, CA, United States), transferred to polyvinylidene difluoride membranes, and incubated with one of the following primary antibodies: rabbit antibody against TYROBP (B-2, 1:200, cat# sc-166086, Santa Cruz Biotechnology), rabbit antibody against METTL3 (1:1,000, cat# ab195352, Abcam), rabbit antibody against METTL14 (1:1,000, cat# A8530, ABclonal), rabbit antibody against WTAP (1:1,000, cat# 56501, Cell Signaling Technology, Danvers, MA, United States) and mouse antibody against GAPDH (1:50,000, cat# AC033, ABclonal). Secondary antibodies included horseradish peroxidase-conjugated goat anti-rabbit secondary IgG (1:5,000, cat# AS014, ABclonal) and goat anti-mouse IgG (1:5,000, cat# AS003, ABclonal). Antibody binding was visualized using enhanced chemiluminescence (cat# 32106, Thermo Fisher Scientific) and a Tanon 5200 imaging analysis system (Tanon Technology, Shanghai, China). Band intensities were analyzed using Image J.

### Enzyme-Linked Immunosorbent Assay

RIPA-soluble protein was isolated from the brains of groups of three to six mice aged 2, 6, and 9 months. Aβ levels were quantified using commercial ELISAs against Aβ40 (cat# MU30299, BIOSWAMP, Wuhan, Hubei, China) and Aβ42 (cat# MU30114, BIOSWAMP) according to the manufacturer’s protocols.

### Quantification of m6A Methylation

Levels of m6A methylation in total hippocampal RNA from groups of six mice aged 6 months were measured using a commercial kit (cat# ab185912, Abcam) according to the manufacturer’s instructions. Each sample contained 1,000 ng of total RNA. Absorbance was measured at 450 nm and converted to m6A levels using a standard curve.

### Methylated RNA Immunoprecipitation Sequencing

The MeRIP-Seq required at least 100 μg RNA in each sample; therefore, the RNAs of three mouse hippocampi (either WT or *Tyrobp*^–/–^) were pooled as one sample for MeRIP-Seq. The RNA was isolated as described above, and its integrity was assessed using a Bioanalyzer 2100 (Agilent, CA, United States) and denaturing agarose gel electrophoresis. RNA was used only if the RNA integrity number > 7.0. Poly(A) RNA was purified from 50 μg total RNA using oligo(dT)_25_ Dynabeads (cat# 61005, Thermo Fisher Scientific), and fragmented into small pieces at 86°C for 7 min using a Magnesium RNA Fragmentation Module (cat# e6150, New England Biolabs, Ipswich, MA, United States). The cleaved RNA fragments were incubated at 4°C for 2 h with an antibody against m6A (cat# 202003, Synaptic Systems, Göttingen, Niedersachsen, Germany) in 50 mM Tris-HCl, 750 mM NaCl and 0.5% Igepal CA-630. Immunoprecipitated RNA was reverse-transcribed into cDNA using SuperScript™ II Reverse Transcriptase (cat# 1896649, Invitrogen), which was then used as template to synthesize U-labeled second-strand DNA using *E. coli* DNA polymerase I (cat# m0209, New England Biolabs), RNase H (cat# m0297, New England Biolabs) and dUTP (cat# R0133, Thermo Fisher Scientific). The blunt ends of strands were extended with A bases for ligation to indexed adapters. Each adapter contained a T-base overhang to allow it to be ligated to the A-tailed DNA. Single- or dual-index adapters were ligated to the fragments, which were selected by size using AMPureXP beads. The ligated products were treated with a heat-labile UDG enzyme (cat# m0280, New England Biolabs), then amplified by PCR under the following conditions: initial denaturation at 95°C for 3 min; eight cycles of denaturation at 98°C for 15 s, annealing at 60°C for 15 s, and extension at 72°C for 30 s; then final extension at 72°C for 5 min. The average insert size for the final cDNA library was 300 ± 50 bp. The library was subjected to 2 × 150-bp paired-end sequencing (PE 150) on an illumineNovaseq™ 6000 (Illumina, San Diego, CA, United States).

### Bioinformatic Analysis

Fastp software^2^ (Chen et al., 2018), with its default parameters, was used to remove adapter contamination and low-quality reads, defined as Q ≤ 10. Fastp was also used to verify sequence quality of the input and immunoprecipitated samples. We used HISAT2^3^ (Kim et al., 2015) to map the reads to the *Mus musculus* genome (version: v96). Mapped reads of immunoprecipitated and input libraries were analyzed using the exomePeak package in R^4^ (Meng et al., 2014), which identified m6A peaks using the bed or bigwig format. Output was visualized using IGV software^5^ (Robinson et al., 2011). MEME^6^ (Bailey et al., 2009) and HOMER^7^ were used to identify *de novo* and known motifs, followed by localization of the motif with respect to the peak summit.

Peaks were annotated based on intersection with gene architecture using the ChIPseeker package in R^8^ (Yu et al., 2015). The expression levels of all mRNAs in input libraries were assessed using StringTie^9^. FPKM was calculated as total exon fragments/mapped reads (millions) × exon length (kB). The mRNAs differentially expressed between *Tyrobp*^–/–^ and WT mice were defined as those showing fold change ≥ 2 or ≤ −2 and *P* < 0.05 based on the edgeR package in R^10^ (Robinson et al., 2010).

### Statistical Analysis

All statistical analyses were conducted using GraphPad Prism (version 8.0, Graphpad, San Diego, CA, United States). Data were presented as mean ± SEM. Pairwise comparisons were assessed for significance using Student’s *t* test for independent samples. Differences in the Morris water maze test were assessed using two-way ANOVA for repeated measures, followed by Tukey’s *post hoc* test. Differences in gene expression profiles were assessed in terms of fold change. *P* < 0.05 were considered statistically significant.

## Results

### Learning and Memory Deficits in *Tyrobp^–/–^* Mice

*Tyrobp^–/–^* mice showed extremely low expression of TYROBP, whereas WT animals showed abundant protein, especially in microglia (Figures 1A–C).

**FIGURE 1:**
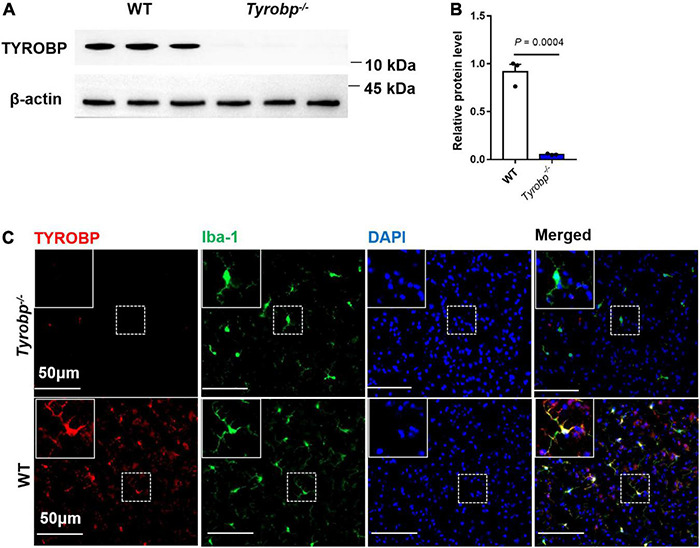
Western blotting and immunofluorescence analysis of wild-type (WT) and *Tyrobp^–/–^* mice. **(A,B)** Western blotting and quantification of TYROBP in WT and *Tyrobp^–/–^* mice. **(C)** Immunofluorescence analysis of WT and *Tyrobp^–/–^* mice. Data in panel **(B)** are mean ± SEM. Statistical significance was calculated using Student’s *t* test.

On day 1 in the Morris water maze, escape latency was higher for *Tyrobp^–/–^* mice than for WT animals aged 2 months (20.95 ± 3.31 vs. 10.51 ± 3.21 s, *P* = 0.008), 6 months (24.27 ± 4.80 vs. 12.54 ± 2.78 s, *P* = 0.019) or 9 months (39.63 ± 9.33 vs. 23.90 ± 3.86 s, *P* = 0.036; Figures 2A–C). Similar results were observed on day 5 among animals aged 2 months (10.65 ± 0.61 vs. 8.97 ± 0.81 s, *P* = 0.032), 6 months (22.38 ± 0.77 vs. 13.27 ± 0.99 s, *P* = 0.0001) or 9 months (33.39 ± 1.93 vs. 16.58 ± 1.02 s, *P* = 0.002; Figures 2A–C). In contrast, *Tyrobp^–/–^* and WT mice did not differ significantly in swimming speed (data not shown). *Tyrobp^–/–^* mice at all three ages showed higher levels of soluble Aβ40 and Aβ42 than WT mice in the hippocampus, cortex and cerebellum (Figures 2D–I).

**FIGURE 2:**
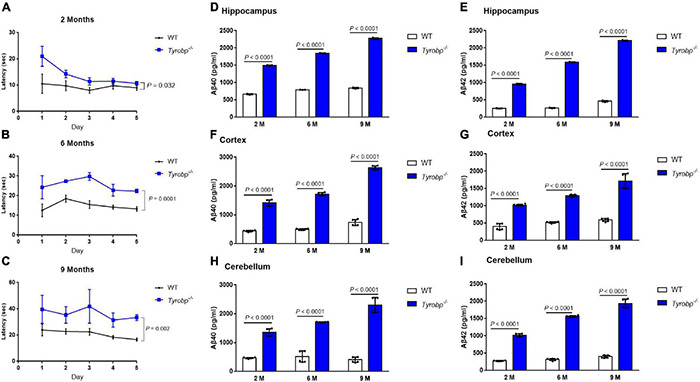
Performance in the Morris water maze and levels of soluble Aβ40 and Aβ42 in WT and *Tyrobp^–/–^* mice. **(A–C)** Escape latency of WT and *Tyrobp^–/–^* mice aged 2, 6, or 9 months. **(D,E)** Levels of soluble Aβ40 and Aβ42 in hippocampus of WT and *Tyrobp^–/–^* mice aged 2, 6, or 9 months (M), as detected by ELISA. **(F,G)** Levels of soluble Aβ40 and Aβ42 in cortex of WT and *Tyrobp^–/–^* mice aged 2, 6, or 9 months (M), as detected by ELISA. **(H,I)** Levels of soluble Aβ40 and Aβ42 in cerebellum of WT and *Tyrobp^–/–^* mice aged 2, 6, or 9 months (M), as detected by ELISA. Data are mean ± SEM (six mice per group). Differences were assessed for significance using two-way ANOVA for repeated measures, followed by Tukey’s *post hoc* test.

### Higher Levels of Total Tau, Ser202/Thr205-Phosphorylated Tau and Aβ in *Tyrobp^–/–^* Mice

Given that *Tyrobp^–/–^* mice showed abnormal behavior and elevated levels of soluble Aβ40 and Aβ42 at 2, 6, and 9 months, we used six-month-old animals in subsequent experiments. *Tyrobp^–/–^* mice showed significantly higher hippocampal levels of total tau (5.23 ± 0.24 vs. 3.06 ± 0.20%, *P* < 0.0001), Ser202/Thr205-phosphorylated tau (13.82 ± 0.64 vs. 6.20 ± 0.37%, *P* < 0.0001) and Aβ (17.40 ± 0.56 vs. 5.24 ± 0.28%, *P* < 0.0001; Figure 3). Similar results were observed in the cortex: total tau, 8.82 ± 0.45 vs. 4.82 ± 0.32%, *P* < 0.0001; Ser202/Thr205-phosphorylated tau, 12.75 ± 0.48 vs. 3.71 ± 0.45%, *P* < 0.0001; and Aβ, 15.39 ± 1.92 vs. 5.09 ± 1.10%, *P* < 0.0001 (Supplementary Figure 1). Similar results were also observed in the cerebellum: total tau, 7.91 ± 0.31 vs. 4.76 ± 0.27%, *P* < 0.0001; Ser202/Thr205-phosphorylated tau, 7.98 ± 0.53 vs. 3.68 ± 0.28%, *P* < 0.0001; and Aβ, 7.27 ± 0.43 vs. 3.32 ± 0.24%, *P* < 0.0001 (Supplementary Figure 2).

**FIGURE 3:**
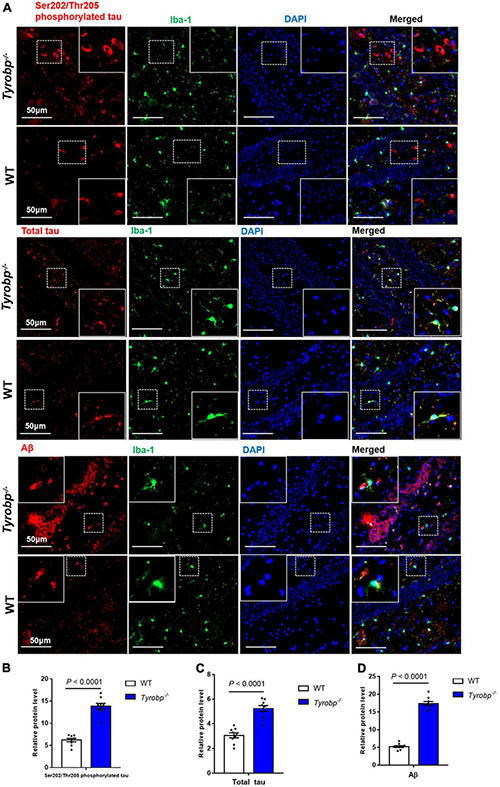
Numbers of hippocampal cells immunopositive for total tau, Ser202/Thr205-phosphorylated tau, and Aβ. Tissues from hippocampus of wild-type (WT) and *Tyrobp^–/–^* mice aged 6 months were immunostained for total tau (tau-5), Ser202/Thr205-phosphorylated tau (AT8), and Aβ (6E10). **(A)** Representative micrographs. **(B–D)** Quantification of total tau, Ser202/Thr205-phosphorylated tau, and Aβ. Data are mean ± SEM from three independent experiments (three mice per group). Differences were assessed for significance using Student’s *t* test.

To benchmark the phenotype of *Tyrobp^–/–^* mice against an AD phenotype, we compared hippocampal levels of total tau and Ser202/Thr205-phosphorylated tau between *Tyrobp^–/–^* and *APP/PS1* mice, all 15 months old. *Tyrobp^–/–^* mice showed higher levels of Ser202/Thr205-phosphorylated tau (0.45 ± 0.10 vs. 0.88 ± 0.07, *P* = 0.043) and total tau (0.79 ± 0.22 vs. 1.51 ± 0.07, *P* = 0.047) than WT animals. However, *Tyrobp^–/–^* mice showed lower levels of Ser202/Thr205-phosphorylated tau (0.79 ± 0.22 vs. 1.49 ± 0.10, *P* = 0.015) and total tau (1.51 ± 0.07 vs. 1.81 ± 0.02, *P* = 0.012) than the *APP/PS1* mice (Figure 4).

**FIGURE 4:**
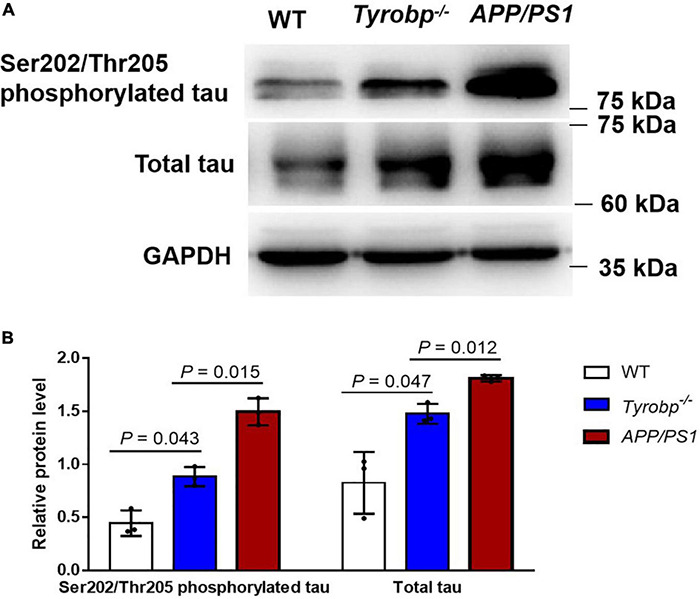
Levels of total tau and Ser202/Thr205-phosphorylated tau in WT, *Tyrobp^–/–^* and *APP/PS1* mice. **(A)** Western blot analysis. **(B)** Quantification of total tau and Ser202/Thr205-phosphorylated tau. Data are mean ± SEM from three independent experiments (three mice per group). Differences were assessed for significance using Student’s *t* test.

### Reduced m6A Methyltransferases in the Hippocampus of *Tyrobp^–/–^* Mice

*Tyrobp^–/–^* mice contained significantly lower hippocampal levels of *Mettl3*, *Mettl14*, and *Wtap* mRNAs, which encode methyltransferases (*P* < 0.001, Figure 5A). These mRNA results were verified at the protein level by western blotting (Figures 5B,C). In contrast, the two types of animals did not differ significantly in expression of the *Fto* or *Alkbh5* genes encoding demethylases.

**FIGURE 5:**
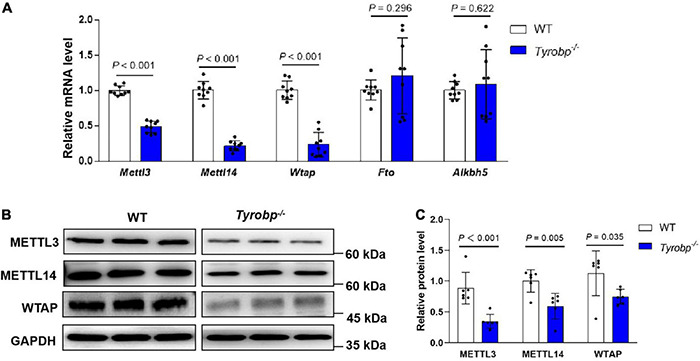
Reduced m6A RNA methyltransferases in the hippocampus of *Tyrobp^–/–^* mice. **(A)** Relative levels of *Mettl3*, *Mettl14*, and *Wtap* mRNAs encoding methyltransferases and of *Fto* and *Alkbh5* mRNAs encoding demethylases. **(B,C)** Western blotting and quantification of METTL3, METTL14 and WTAP in the hippocampus. Data are mean ± SEM (six or nine mice per group). Differences were assessed for significance using Student’s *t* test.

The global m6A RNA methylation level in hippocampal was significantly lower in six-month-old *Tyrobp^–/–^* mice than in age-matched WT animals (0.0357 ± 0.00008 vs. 0.0529 ± 0.00005%, *P* = 0.005), (Supplementary Figure 3A). Similarly, based on immunofluorescence staining, the m6A RNA methylation were significantly lower in six-month-old *Tyrobp^–/–^* mice than in age-matched WT animals (12.12 ± 1.69 vs. 5.54 ± 0.81, *P* = 0.024) (Supplementary Figure 3B), and the decrease in m6A methylation occurred in microglia (1.14 ± 0.12 vs. 0.63 ± 0.06, *P* = 0.020) (Supplementary Figures 3C,D), astrocytes (4.27 ± 0.39 vs. 2.76 ± 0.30, *P* = 0.037) (Supplementary Figures 3E,F) and neurons (10.17 ± 1.20 vs. 4.78 ± 0.55, *P* = 0.015) (Supplementary Figures 3G,H).

### Altered m6A RNA Methylation Patterns in *Tyrobp^–/–^* Mice

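MeRIP-seq immunoprecipitates RNA fragments with an antibody against m6A and sequences them (the IP library) beside the same RNA without immunoprecipitation (the input library). Hippocampal RNA of 6-month-old mice was used, with 3 samples of each genotype that each pooled 3 mice, and each sample gave an IP and an input library, 12 libraries in all. The authors deposited the counts of raw and valid reads of each library, and not reads per gene or per peak. The libraries held between 63258414 and 75560816 raw reads, with a median of 70111114 in the WT IP, 65432882 in the *Tyrobp-/-* IP, 74009440 in the WT input and 71328172 in the *Tyrobp-/-* input libraries. After removal of adapters and low-quality reads with fastp, between 61189368 and 73554506 valid reads were left in each library. The share of bases reaching Q20 was between 96.98% and 98.6%. Replicate 2 had the lowest share of bases reaching Q30 in each of the 4 groups of libraries, between 92.2% and 92.4%, against 95.0% to 95.6% in the other replicates.

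The authors mapped the reads with HISAT2 to the Ensembl v96 mouse genome, called peaks of IP over input with exomePeak on the 3 replicates of a genotype together, and annotated the peaks with ChIPseeker. Each peak therefore has a single value for each genotype, and no replicate error can be given for any peak. The deposited WT list holds 33622 peaks in 15804 genes, with a median width of 408.5 bp, and the deposited *Tyrobp-/-* list holds 34935 peaks in 16169 genes, with a median width of 389 bp. The authors' deposited table of the comparison between the genotypes holds 5640 peaks in 4671 genes, of which 3947 have an unadjusted p below 0.05. It lists fewer peaks than either genotype has, and the paper's text does not name the rule by which peaks entered it. From these files, peaks were counted by the thresholds of the legend of Figure 6 (fold change of at least 2 and unadjusted p below 0.05), shares of annotation classes were computed with exact 95% binomial intervals (Clopper-Pearson), and peaks of both lists were matched by an overlap of at least 1 bp. The intervals and the Fisher's exact tests on peaks cover counting error only, since the spread between mice is not in pooled calls.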

The original data, which were deposited in the GEO database under accession number GSE179827, were of generally high quality, with > 97% of reads meeting the Q20 criterion and > 92% of reads exceeding the Q30 criterion (Supplementary Table 2). 

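In the authors' deposited table, 508 peaks in 489 genes were higher and 314 peaks in 300 genes were lower in *Tyrobp-/-* mice at a fold change of at least 2 and an unadjusted p below 0.05, 822 peaks together. Of these, 12 are listed at a log2 fold change of exactly 1 or -1. Among all 5640 listed peaks, 3517 have a positive and 2123 a negative log2 fold change, with a median of 0.42 in the authors' deposited table. These fold changes compare enrichment of IP over input at the listed peaks only, so they give no global m6A level. The paper reports a lower global level in *Tyrobp-/-* mice from other assays. Leaving out the fold change threshold moved the counts most, to 2476 higher and 1471 lower peaks. With the adjusted p-value (FDR) below 0.05 in place of the unadjusted one, the counts were 312 higher and 180 lower peaks.

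Among peaks that also had an FDR below 0.05, the largest rise in the authors' deposited table was in the 3′ UTR of *Sprr2a2*, on chromosome 3 from 92221495 to 92221881 (GRCm38), with a log2 fold change of 8.13 and an FDR of 6.46e-05. The next largest rises in the authors' deposited table were log2 fold changes of 5.64 in *Gm4724*, 5.20 in *Catsperd*, 4.56 in *Fzd5* and 4.20 in *A730009L09Rik*. The largest fall in the authors' deposited table was in the first exon of *Pabpc1l2a-ps*, on chromosome X from 103066668 to 103067180, with a log2 fold change of -8.66 and an FDR of 1e-137. The next largest falls in the authors' deposited table were log2 fold changes of -8.57 in *Gm20482*, -8.36 in *Gm7336*, -6.21 in *Loxl2* and -4.46 in *Rsph3b*.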

*Tyrobp^–/–^* mice showed 810 m6A peaks differing significantly from WT animals (Supplementary Table 3), of which 498 peaks were significantly higher and 312 significantly lower in *Tyrobp^–/–^* mice (Figure 6A). 

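The last 20% of the gene's span, introns included, held the midpoint of 47.5% of the 33622 WT peaks and of 49.6% of the 34935 *Tyrobp-/-* peaks, and the first 20% held 24.7% and 23.6%. Of the 822 differential peaks, the authors' annotation placed 43.7% in 3′ UTRs (95% interval 40.3% to 47.1%), 22.5% in other exons (19.7% to 25.5%), 18% in 5′ UTRs (15.4% to 20.8%) and 15.8% in first exons (13.4% to 18.5%). Of all 5640 listed peaks, differential or not, 53.3% lay in 3′ UTRs, 18.6% in other exons, 17.9% in 5′ UTRs and 10.2% in first exons. The share in 3′ UTRs was 54.9% among the 4818 listed peaks that were not differential by these thresholds. The differential peaks lay there less often, by a difference of -11.2 percentage points (Fisher's exact test, two-sided, p = 2.69e-09). The 4818 are not all unchanged peaks, since 3947 of the 5640 listed peaks have an unadjusted p below 0.05 and 822 are differential. Against the same 4818 peaks, the difference was -26.6 percentage points for lower peaks (Fisher's exact test, p = 4.55e-20) and -1.75 percentage points for higher peaks (p = 0.454), comparisons chosen after the values were seen. For higher peaks it reversed to 9.68 percentage points with the FDR (63.1% against 53.5%, Fisher's exact test, p = 0.000843) and to 13.4 percentage points at a fold change of 1.5 (66.0% against 52.6%, p = 3.03e-17). Over all differential peaks, the direction of the difference from the other listed peaks depended on the fold change threshold. By the same exact test, it was 1.82 percentage points at a fold change of 1.5 (p = 0.193). With the FDR in place of the unadjusted p-value, it was -2.24 percentage points (exact test, p = 0.345).

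The share in 3′ UTRs was 53.1% of the 508 higher peaks (48.7% to 57.6%) and 28.3% of the 314 lower peaks (23.4% to 33.7%), a difference of -24.8 percentage points for lower against higher peaks (Fisher's exact test, two-sided, p = 2.73e-12), a comparison chosen after the values were seen. First exons held 23.2% of the lower and 11.2% of the higher peaks. The GC content of the IP libraries was 48.9% ± 0.442 (SD, n = 3) in *Tyrobp-/-* and 49.7% ± 0.541 (SD, n = 3) in WT mice, and within each replicate number it was lower in *Tyrobp-/-* mice, with differences of -0.91, -0.70 and -0.72 percentage points in replicates 1, 2 and 3.

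**Figure D1:**
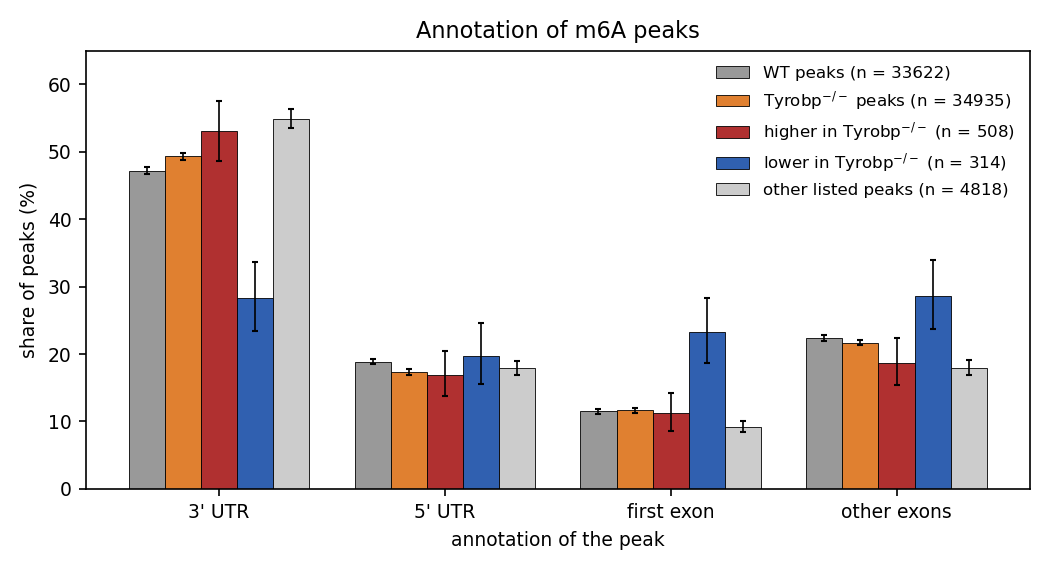
Share of peaks (%) in each annotation class, with exact 95% binomial intervals as error bars, for WT peaks, *Tyrobp-/-* peaks, peaks higher or lower in *Tyrobp-/-* mice and the other listed peaks. The lower peaks have the smallest share in 3′ UTRs, at 28.3%.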

In *Tyrobp^–/–^* and WT mice, the m6A peaks were enriched mainly near stop codons and 3′-untranslated regions (Figure 6B), and the peaks differing significantly between the two types of mice occurred most often in the 3′-untranslated region (53.26%), followed by other exons (18.62%), 5′-untranslated regions (17.93%), and first exons (10.2%) (Figure 6C). Compared to WT animals, *Tyrobp^–/–^* mice showed higher proportions of m6A peaks in 3′-untranslated regions (49.32 vs. 47.22%) and first exons (11.63 vs. 11.47%), but lower proportions in 5′-untranslated regions (17.34 vs. 18.88%) and other exons (21.71 vs. 22.43%) (Figures 6D,E).

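Of the 33622 WT peaks, 47.2% lay in 3′ UTRs (95% interval 46.7% to 47.8%), 18.9% in 5′ UTRs (18.5% to 19.3%), 11.5% in first exons (11.1% to 11.8%) and 22.4% in other exons (21.98% to 22.9%). Of the 34935 *Tyrobp-/-* peaks, 49.3% lay in 3′ UTRs (48.8% to 49.8%), 17.3% in 5′ UTRs (16.9% to 17.7%), 11.6% in first exons (11.3% to 12.0%) and 21.7% in other exons (21.3% to 22.1%). The intervals of the genotypes did not overlap for 3′ UTRs and 5′ UTRs and overlapped for first exons and other exons. Weighting each peak by its width moved these shares most, to 42.4% in 5′ UTRs in WT and 40.4% in *Tyrobp-/-* mice. Width here is the genomic span of a peak, introns inside it included, so these shares do not measure exonic sequence. The share in first exons was lower in *Tyrobp-/-* than in WT mice under the 4 alternatives tried, with 13.42% against 13.44% at a fold enrichment of at least 4 and 6.17% against 6.47% at a peak-calling FDR below 1e-5. These differences were not tested.

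Of the WT peaks, 80.01% overlapped a *Tyrobp-/-* peak, and of the *Tyrobp-/-* peaks, 77.9% overlapped a WT peak. With a reciprocal overlap of 50% these shares were 55.8% and 53.7%. Among peaks found in 1 list only, 42.1% of the 7712 *Tyrobp-/-* peaks (41.0% to 43.2%) and 28.2% of the 6720 WT peaks (27.2% to 29.3%) lay in 3′ UTRs, a difference of 13.8 percentage points (Fisher's exact test, two-sided, p = 1.25e-67). Cutting both lists to a peak-calling FDR below 1e-5 before matching moved this difference most, to 27.9 percentage points. A peak can then count as found in 1 list only because its partner misses the cut. Without the cut, the peaks found in 1 list only were weaker, with a median fold enrichment in the authors' deposited lists of 4.39 in WT and 4.29 in *Tyrobp-/-* mice, against 5.83 and 5.99 for shared peaks.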

**FIGURE 6:**
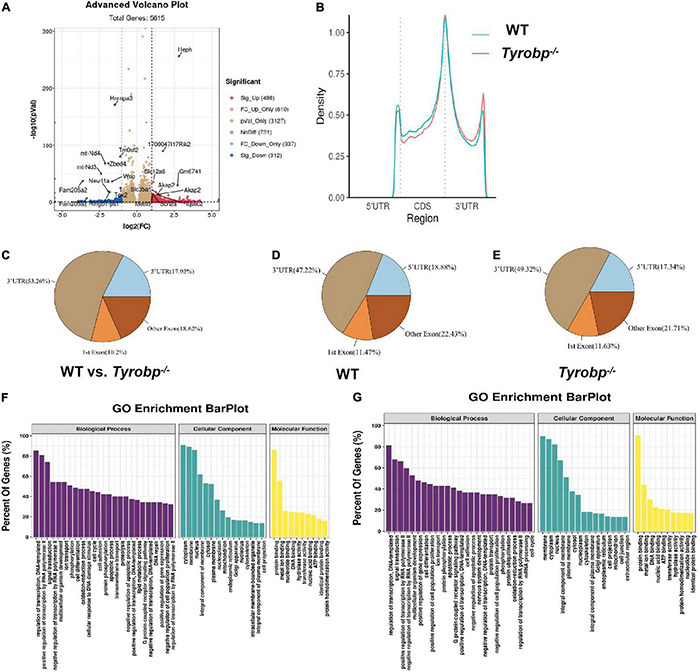
Characteristics of m6A methylation in the hippocampus of 6-month-old *Tyrobp^–/–^* mice. **(A)** Volcano plots showing m6A peaks differing significantly between *Tyrobp^–/–^* and wild-type (WT) mice. **(B)** Average distribution of m6A peaks along transcripts in the hippocampus. **(C–E)** Pie charts showing the distribution of m6A peaks. **(F)** Major Gene Ontology terms for transcripts whose m6A methylation was upregulated in *Tyrobp^–/–^* mice. **(G)** Major Gene Ontology terms for transcripts whose m6A methylation was downregulated in *Tyrobp^–/–^* mice. Up- or downregulation was defined, respectively, as fold change ≥ 2 or fold change ≤ –2 combined with *P* < 0.05. Nine mice were used in each group.

In Gene Ontology (GO) analysis, the upregulated peaks were significantly associated with the following biological processes: regulation of DNA-templated transcription, positive regulation of transcription by RNA polymerase II and signal transduction. 

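Each of the 9 terms that the paper names for upregulated peaks was tested by comparing the 489 genes with a higher peak with the other 4182 genes of the authors' deposited table, using the GO terms listed there (Fisher's exact test, two-sided, Benjamini-Hochberg over the 9 terms). Signal transduction was listed for 6.95% of the genes with a higher peak and 4.45% of the other genes (Fisher's exact p = 0.0175, adjusted p = 0.157). Regulation of DNA-templated transcription was listed for 6.54% and 6.89% (Fisher's exact p = 0.850, adjusted p = 0.850), and positive regulation of transcription by RNA polymerase II for 4.91% and 5.81% (p = 0.472, adjusted p = 0.707). No term of the 9 had an adjusted p below 0.05, and 1 had an unadjusted p below 0.05. A fold change threshold of 1.5 moved this most, to 2 terms past an adjusted p of 0.05, cytoplasm and metal ion binding. Of the table's 4671 genes, 3374 have a peak with an unadjusted p below 0.05, so the other genes are not all unchanged. Against all genes with a listed peak in either genotype, signal transduction and metal ion binding had the lowest adjusted p (Fisher's exact test, adjusted p = 0.0945 for both). The paper's text does not name its background.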

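Among genes with a higher peak, membrane was listed for 31.7%, nucleus for 26.8% and cytoplasm for 26.6%, against 30.9%, 29.7% and 29.9% of the other genes (Fisher's exact test, adjusted p = 0.850, 0.427 and 0.427). Protein binding was listed for 27.8% of the genes with a higher peak and 31.2% of the others (exact test, adjusted p = 0.427), metal ion binding for 18.8% and 17.2% (adjusted p = 0.678), and nucleotide binding for 8.38% and 8.03% (adjusted p = 0.850). At a fold change of 1.5, cytoplasm was listed for 33.3% of the 1233 genes with a higher peak and 28.2% of the others, and metal ion binding for 20.4% and 16.3% (exact test, adjusted p = 0.00612 for both).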

The upregulated peaks were associated with the cellular components of cytoplasm, membrane and nucleus; and they were associated with the molecular functions of protein binding, metal ion binding and nucleotide binding (Figure 6F).

The downregulated peaks, in contrast, were associated mainly with the biological processes of regulation of DNA-templated transcription, signal transduction, and positive regulation of transcription by RNA polymerase II (Figure 6G). 

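Among the 300 genes with a lower peak, signal transduction was listed for 5.67%, against 4.64% of the other 4371 genes (Fisher's exact test, two-sided, p = 0.398, adjusted over the 9 terms named for downregulated peaks 0.657). Regulation of DNA-templated transcription was listed for 4.67% and 7.00% (exact test, adjusted p = 0.464), and positive regulation of transcription by RNA polymerase II for 5.33% and 5.74% (adjusted p = 0.898).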

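Nucleus was listed for 22.3% of the genes with a lower peak and 29.9% of the other genes, a lower share (Fisher's exact p = 0.00484, adjusted p = 0.0436), and under each of the 3 alternatives 0 terms had an adjusted p below 0.05. Membrane was listed for 31.7% and 31.0% (exact test, adjusted p = 0.896) and cytoplasm for 27.3% and 29.7% (adjusted p = 0.657). Protein binding was listed for 28.7% and 31.0% (exact test, adjusted p = 0.657), metal ion binding for 12.7% and 17.7% (p = 0.0271, adjusted p = 0.122) and DNA binding for 8.00% and 9.17% (adjusted p = 0.776).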

Downregulated peaks were also associated with the cellular components of membrane, cytoplasm and nucleus; and they were associated with the molecular functions of protein binding, metal ion binding and DNA binding.

### Altered Hippocampal Gene Expression in *Tyrobp^–/–^* Mice

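For RNA sequencing, the input libraries of the MeRIP-seq samples give the expression values, 3 for each genotype. The authors computed FPKM in these libraries with StringTie, and the values are in the paper's Supplementary Table 4, of which the first 606 of 33262 rows are held, sorted by p up to 0.0764, so that its rows with a p below 0.05 are complete. In the rows held of the paper's table, 411 have a p below 0.05 and 54 a q below 0.05. By a log2 fold change of at least 1 or at most -1 and a p below 0.05, the paper's table gives 90 genes higher and 96 genes lower in *Tyrobp-/-* mice, of which 1 and 3 have an infinite fold change. Means, SDs and differences in mean log2(FPKM + 0.1) were computed from these FPKM for the genes the paper names, with an exact permutation test, two-sided, whose smallest p with 3 samples against 3 is 0.10. Of the 19 named genes held, 12 had groups that did not overlap, against a share of 10% by chance. These genes were chosen by the paper from the same libraries, so this count is not independent evidence. Leaving out genes with a mean below 0.5 FPKM gave 11 of 15.

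*Tyrobp* itself was at 5.02 ± 1.28 FPKM (SD, n = 3) in *Tyrobp-/-* and 14.9 ± 0.897 FPKM (SD, n = 3) in WT mice, a log2 difference of -1.58 (exact permutation test, p = 0.10). Every *Tyrobp-/-* library was below every WT library, and with each library left out in turn the log2 difference stayed between -1.77 and -1.41.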

RNA sequencing data showed that 86 genes were upregulated in *Tyrobp^–/–^* mice relative to WT controls, while 85 genes were down-regulated (Supplementary Table 4). 

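*Fam177a* was at 7.01, 5.98 and 6.18 FPKM in the *Tyrobp-/-* libraries and listed at 0 in all 3 WT libraries. *Gm2436*, the gene next to it, chosen after its values were seen, was listed at 0 in all 3 *Tyrobp-/-* libraries and was at 3.47, 3.31 and 2.55 FPKM in the WT libraries. *Pcdhgb4* was at 56.0 ± 5.33 FPKM (SD, n = 3) in *Tyrobp-/-* and 1.22 ± 0.0790 FPKM (SD, n = 3) in WT mice, a log2 difference of 5.40. *Tmem181c-ps* was at 3.22 ± 1.58 and 0.278 ± 0.160 FPKM (SD, n = 3 each), a log2 difference of 3.14. *Pmch* was at 106, 11.6 and 1.01 FPKM in *Tyrobp-/-* replicates 1, 2 and 3, and its WT libraries lay between 0.500 and 0.989 FPKM. Its log2 difference of 3.88 fell to 2.26 when *Tyrobp-/-* replicate 1 was left out. *Hcrt* was at 16.3, 1.48 and 0.0527 FPKM in the *Tyrobp-/-* libraries and between 0.0509 and 0.446 FPKM in the WT libraries, so its groups overlapped (exact permutation test, p = 0.30).

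Among the downregulated genes, *Gpr176* was at 0.392 ± 0.294 FPKM in *Tyrobp-/-* and 3.30 ± 0.0846 FPKM in WT mice (SD, n = 3 each), a log2 difference of -3.03. *Pcdhga2* was at 2.46 ± 0.238 FPKM (SD, n = 3) in *Tyrobp-/-* mice and at 7.18, 73.8 and 3.10 FPKM in the WT libraries, so 1 library sets its WT mean, and its log2 difference of -2.23 was -0.92 without that library. *Proz* was at 0.221 ± 0.0117 FPKM in *Tyrobp-/-* and 1.25 ± 0.903 FPKM in WT mice (SD, n = 3 each), with WT replicate 2 at 0.252 FPKM. *Slc16a7* was at 0.539 ± 0.145 and 2.11 ± 1.15 FPKM (SD, n = 3 each), a log2 difference of -1.63. Apart from *Hcrt*, the genes named here whose groups overlapped were *Mgam*, at 0.0214 ± 0.0212 FPKM in *Tyrobp-/-* and 0.289 ± 0.254 FPKM in WT mice (SD, n = 3 each; exact permutation test, p = 0.40), and *Pcdhga9*, whose WT libraries were at 56.5, 4.93 and 57.3 FPKM and whose *Tyrobp-/-* mean was 4.76 ± 4.29 FPKM (SD, n = 3; exact permutation test, p = 0.20). For the other genes named here every *Tyrobp-/-* library lay on 1 side of every WT library (exact permutation test, p = 0.10).

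**Figure D2:**
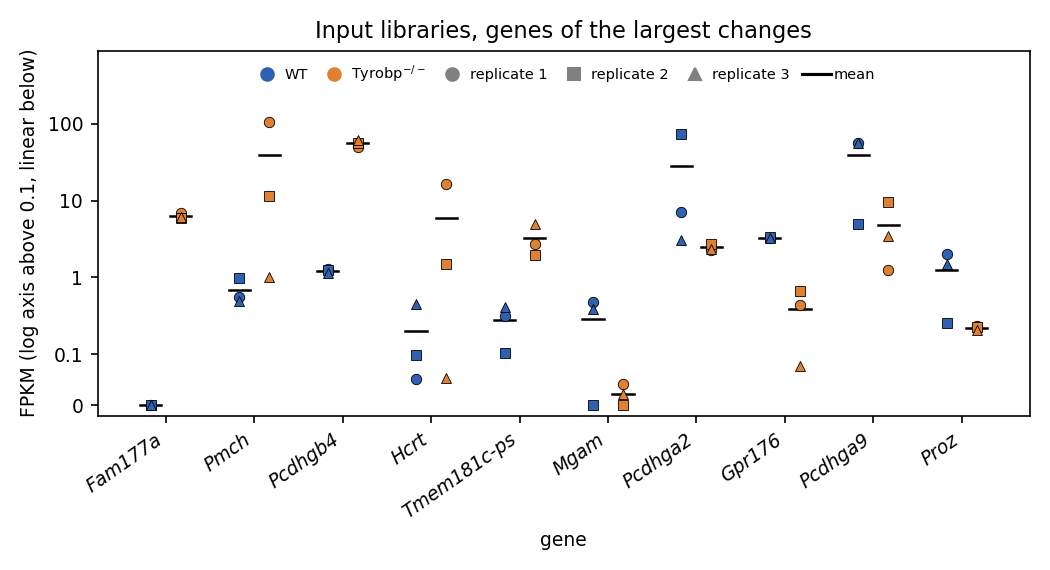
FPKM in each input library, on an axis that is logarithmic above 0.1 and linear below, for the genes of the largest changes that the paper names, with 1 point for each replicate and lines at the means. *Pmch* reaches 106 FPKM in 1 *Tyrobp-/-* library.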

The top five upregulated genes were *Fam177a, Pmch, Pcdhgb4, Hcrt*, and *Tmem181c-ps*, and the top five downregulated genes were *Mgam, Pcdhga2, Gpr176, Pcdhga9*, and *Proz* (Figures 7A,B). The altered expression of three upregulated genes (*Fam177a*, *Pcdhgb4* and *Tmem181c-ps*) and three downregulated genes (*Pcdhga2*, *Gpr176* and *Slc16a7*) was verified using quantitative real-time PCR (Figure 7C).

**FIGURE 7:**
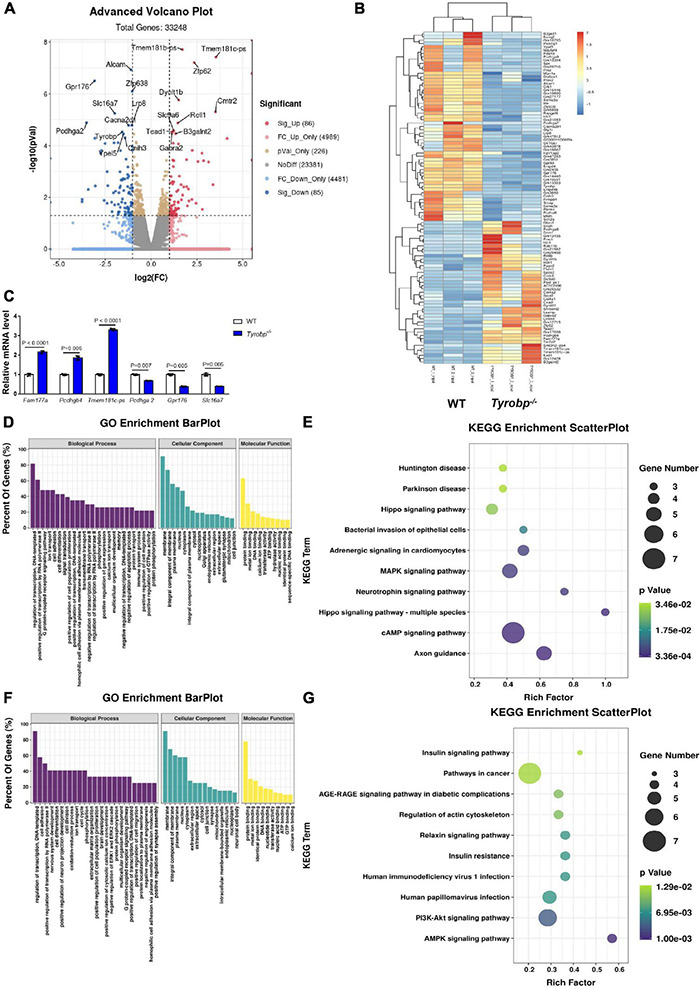
Volcano plots, heatmaps, Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched in genes differentially expressed between wild-type (WT) and *Tyrobp^–/–^* mice. **(A)** Volcano plots and **(B)** heatmap showing genes and transcripts differentially expressed between WT and *Tyrobp^–/–^* mice. **(C)** Quantitative real-time PCR detection of six genes chosen from the methylated RNA immunoprecipitation sequencing data. **(D,E)** Major GO terms and KEGG pathways were analyzed for genes upregulated by *Tyrobp* knockout. **(F,G)** Major GO terms and KEGG pathways were analyzed for genes downregulated by *Tyrobp* knockout. Up- or downregulation was defined, respectively, as fold change ≥ 2 or fold change ≤ –2 combined with *P* < 0.05. Nine mice were used in each group.

The major GO terms and KEGG pathways involving upregulated genes are shown in Figures 7D,E. Upregulated KEGG pathways included the cAMP signaling pathway, axon guidance and MAPK signaling pathway (Figure 7E). The major GO terms and KEGG pathways involving downregulated genes are shown in Figures 7F,G. Downregulated KEGG pathways included the AMPK signaling pathway, PI3K-Akt signaling pathway, and human papillomavirus infection (Figure 7G).

### Correlation of Altered m6A RNA Methylation With Altered Gene Expression in the Hippocampus of *Tyrobp^–/–^* Mice

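On the m6A side of this comparison, the authors' deposited table has 489 genes with a higher and 300 with a lower peak at the thresholds used, 779 genes in all, and 10 genes have a peak of each kind. On the expression side, the complete part of the paper's Supplementary Table 4 gives the 90 and 96 genes counted from the RNA sequencing. Of the paper's Supplementary Table 5, which pairs both, the first 628 of 5640 rows are held. No overlap of genes was computed with a supplementary table held in part, so the genes in each group are not counted here. The paper sorts genes by the direction of both changes and then tests the sorted genes for GO terms and pathways.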

We identified genes whose m6A methylation at the RNA level and whose gene expression were altered (Supplementary Table 5), leading to four groups (Figure 8A): hypermethylation and upregulation, 38 genes; hypomethylation and downregulation, 16 genes; hypomethylation and upregulation, 43 genes; and hypermethylation and downregulation, 84 genes.

**FIGURE 8:**
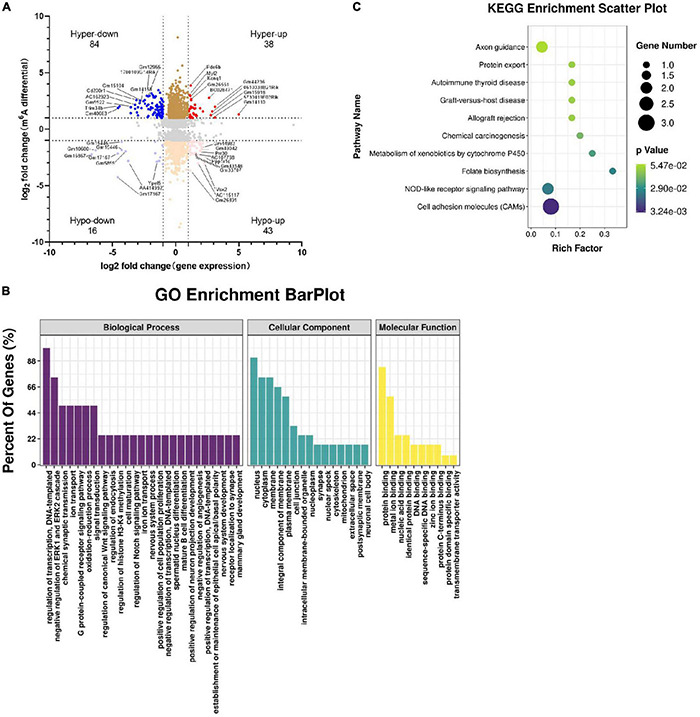
Combined analyses of m6A-RIP-seq and RNA-seq data. Genes whose expression and m6A methylation differed significantly between *Tyrobp^–/–^* and wild-type mice were analyzed in terms of their **(A)** four-quadrant distribution (see Results), **(B)** major GO terms, and **(C)** top 10 KEGG pathways. Fold change ≥ 2 or fold change ≤ –2 and *P* < 0.05, nine mice were used in each group.

In GO analysis, the top three biological processes were regulation of DNA-templated transcription, negative regulation of ERK1 and ERK2 cascades, and chemical synaptic transmission. The top three cellular components were nucleus, cytoplasm, and membrane, while the top three molecular functions were protein binding, metal ion binding, and nucleic acid binding (Figure 8B). The KEGG analysis enriched for the overlap genes were cell adhesion molecules, NOD-like receptor (NLR) signaling and folate biosynthesis (Figure 8C).

Cell adhesion molecules of interest included Cldn19, H2-M5 and Alcam. In *Tyrobp^–/–^* mice, these genes were m6A-hypomethylated and upregulated. 

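*Cldn19* has 1 listed peak, in the 3′ UTR on chromosome 4 from 119258832 to 119259726 (GRCm38), with a log2 fold change of -0.74 (p = 0.00309) in the authors' deposited table, which is short of a fold change of 2. Its expression was 0.514 ± 0.322 FPKM in *Tyrobp-/-* and 0.182 ± 0.0726 FPKM in WT mice (SD, n = 3 each), and the groups overlapped (exact permutation test, p = 0.30). *H2-M5* has 1 listed peak, in the 3′ UTR on chromosome 17 from 36984778 to 36986889, with a log2 fold change of -1.55 (p = 0.0302, FDR 0.10) in the authors' deposited table. Its expression was 0.359 ± 0.162 FPKM in *Tyrobp-/-* and 0.0875 ± 0.0464 FPKM in WT mice (SD, n = 3 each), without overlap (exact permutation test, p = 0.10). *Alcam* has 2 listed peaks in its 3′ UTR on chromosome 16, from 52249086 to 52249654 and from 52251539 to 52253196. Their log2 fold changes in the authors' deposited table are 0.50 (p = 1.26e-12, FDR 6.31e-11) and 0.39 (p = 2.29e-06, FDR 3.16e-05), both positive and short of a fold change of 2. *Alcam* expression was 7.21 ± 0.911 FPKM in *Tyrobp-/-* and 15.4 ± 1.25 FPKM in WT mice (SD, n = 3 each), a log2 difference of -1.09 without overlap of the groups (exact permutation test, p = 0.10).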

The NLR signaling pathway includes *Nlrp6* and *Pstpip1*. 

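*Nlrp6* has 1 listed peak, in the 3′ UTR on chromosome 7 from 140928236 to 140928505 (GRCm38), with a log2 fold change of 1.69 (p = 0.0347, FDR 0.109) in the authors' deposited table. Its expression was 0.108 ± 0.0384 FPKM in *Tyrobp-/-* and 0.289 ± 0.255 FPKM in WT mice (SD, n = 3 each), and the groups overlapped (exact permutation test, p = 0.30). The listed peak of *Pstpip1*, in an exon other than the first on chromosome 9 from 56123275 to 56123811, has a log2 fold change of -0.70 (p = 0.158) in the authors' deposited table, short of both thresholds. *Pstpip1* expression was 0.985 ± 0.270 FPKM in *Tyrobp-/-* and 0.477 ± 0.0902 FPKM in WT mice (SD, n = 3 each), a log2 difference of 0.90 without overlap of the groups (exact permutation test, p = 0.10).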

In *Tyrobp^–/–^* mice, the *Nlrp6* gene was m6A-hypermethylated and downregulated, while the *Pstpip1* gene was m6A-hypomethylated and upregulated.

## Discussion

Here we demonstrate AD-like histopathology and behavioral deficits in *Tyrobp^–/–^* mice, which were linked to downregulation of the methyltransferases METTL3, METTL14, and WTAP. These findings suggest that TYROBP deficiency may associate with an altered m6A epitranscriptome in hippocampus as well as altered expression of a variety of genes and signaling pathways involved in cognitive function.

*Tyrobp^–/–^* mice mimic central features of NHD and AD, most notably learning and memory deficits (Cui et al., 2021). *Tyrobp^–/–^* mice in our study showed elevated levels of total tau, Ser202/Thr205-phosphorylated tau and Aβ in the hippocampus, cortex and cerebellum. These elevated hippocampal levels have also been observed in NHD patients (Satoh et al., 2018). NHD patients carrying the Q33X mutation in the *TREM2* gene show AD-like lesions, including Aβ deposition and neurofibrillary changes (Maderna et al., 2021). However, whether deficiency of *TYROBP* contributes to, or protects against neurodegenerative disease, remains controversial. Deleting the *TYROBP* gene from *APP*^KM670/671NL^/*PSEN1*^Δexon9^ mice mitigated behavioral and electrophysiological deficits, without affecting the total number of Iba1-positive microglia in cortex or hippocampus (Haure-Mirande et al., 2017, 2019). Deleting the *TYROBP* gene from *MAPT^P301S^* mice also mitigated clinical and electrophysiological deficits, while paradoxically increasing tau hyperphosphorylation and spreading (Audrain et al., 2019). Overexpression of TYROBP in microglia of mice can decrease amyloid burden but increase tau phosphorylation in an *APP/PSEN1* or *MAPT^P301S^* background (Audrain et al., 2021). These considerations lead us to speculate that each particular state of microglial activation is associated with an optimal level of TYROBP expression.

The m6A methylation is the most frequent reversible post-transcriptional methylation of mammalian mRNA. The level of m6A methylation increases in the mouse brain during adulthood (Meyer et al., 2012), and it helps regulate long-term memory formation (Zhang et al., 2018), facilitating hippocampus-dependent learning and memory through the YTHDF1 protein (Shi et al., 2018). AD patients show decreased m6A methylation in neurons of the hippocampus and cortex, but higher methylation in GFAP-positive astrocytes and some Iba1-positive microglia (Zhao et al., 2021). The *APP/PS1* mouse model of AD, in contrast, shows elevated m6A methylation, but the immunofluorescence analysis were not done (Han et al., 2020). *Tyrobp^–/–^* mice in our study showed reduced m6A methylation in microglia, astrocytes and in neurons. However, the immunofluorescence cannot report differentially on ribosomal RNA and mRNA, since they colocalize, an mRNA-enriched ELISA is needed in the future. Further investigation is also needed to clarify whether NHD and AD involve similar changes in m6A methylation, and to explore how these changes correlate with the pathological hallmarks of the two diseases.

In our study, METTL3, METTL14, and WTAP were downregulated in *Tyrobp^–/–^* mice, and the same proteins were downregulated in hippocampus and cortex of AD patients (Zhao et al., 2021). METTL3 plays a key role in m6A methylation, and depleting METTL3 from the hippocampus of C57BL/6 mice compromises memory consolidation (Zhang et al., 2018) and triggers extensive synaptic loss, neuronal death, oxidative stress and aberrant cell cycling (Zhao et al., 2021). Other studies have linked AD in humans to accumulation of insoluble METTL3 in hippocampus (Huang et al., 2020), or even to upregulation of METTL3 in the cortex and hippocampus of one mouse model of AD (Han et al., 2020). These conflicting results highlight the need for future studies to clarify how altered m6A methyltransferase activity may contribute to neurological diseases.

Knocking out TYROBP in our mice did not alter expression of FTO or ALKBH5, consistent with a report of normal FTO and ALKBH5 levels in soluble and insoluble hippocampal fractions from AD patients (Huang et al., 2020). Other studies, however, have reported downregulated FTO in the hippocampus of AD patients and an AD mouse model (Han et al., 2020; Zhao et al., 2021), as well as in the cortex of a rat model for traumatic brain injury (Yu et al., 2020). These discrepancies may depend on the animal species, pathological state, disease stage, and brain fraction (soluble or insoluble) being studied.

Our study appears to report the first analysis of a relationship between differentially expressed m6A peaks and genes in NHD or AD. 

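In the authors' deposited table, the 3′ UTR of *Trim58* holds a higher peak on chromosome 11 from 58651457 to 58651753 (GRCm38), with a log2 fold change of 3.86 (p = 0.0117, FDR 0.0479). *Fam83f* has 2 higher peaks in its 3′ UTR on chromosome 15, with log2 fold changes of 4.00 (FDR 0.122) and 1.26 (FDR 0.0977) in the authors' deposited table. *Whrn* has 2 listed peaks on chromosome 4. The one in the 3′ UTR, from 63460232 to 63460352, has a log2 fold change of 4.08 (FDR 0.0219) in the authors' deposited table. The one in another exon has -0.77 (FDR 1.74e-10), short of a fold change of 2. *Pde6b* has 1 higher peak, in the 3′ UTR on chromosome 5 from 108430674 to 108431649, with a log2 fold change of 3.87 (FDR 0.0776) in the authors' deposited table. Of these higher peaks, those of *Trim58* and *Whrn* have an FDR below 0.05. The peak-calling p-value of the higher *Whrn* peak is 0.0026 in the authors' deposited table, against 6.3e-17 for its other listed peak. The WT list holds 0 peaks of *Trim58* and the *Tyrobp-/-* list holds 2.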

We found many of the differentially expressed m6A peaks to be related with cancer, including peaks affecting the genes *Trim58*, *Fam83f*, *Whrn*, and *Pde6b*. Among the differentially expressed genes known to be relevant to neuronal functions, the *Pcdhs* cluster, including *Pcdha* and *Pcdhg*, are highly expressed in the brain and help guide neurons during brain development, neuronal differentiation, and synaptogenesis (Shimojima et al., 2011). In *Tyrobp^–/–^* mice, *Pcdhgb4* and *Pcdhga8* were upregulated, while *Pcdhga2, Pcdhga9* and *Pcdhgb8* were downregulated, suggesting that *Pcdhg* gene expression might have some relation with TYROBP. 

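The 5 *Pcdhg* genes named here lie on chromosome 18, and in the paper's table each ends between 37841870 and 37841873. *Pcdhga8* was at 1.504, 2.08 and 0.0556 FPKM in the *Tyrobp-/-* libraries and between 0.0800 and 0.176 FPKM in the WT libraries, so its groups overlapped (exact permutation test, p = 0.40). *Pcdhgb8* was at 0.789 ± 0.838 FPKM (SD, n = 3) in *Tyrobp-/-* mice and at 0.229, 3.17 and 7.06 FPKM in the WT libraries, also with overlap (exact permutation test, p = 0.40). The sum of FPKM over the 5 genes was 65.2 ± 8.26 (SD, n = 3) in *Tyrobp-/-* and 72.4 ± 9.58 (SD, n = 3) in WT mice, a log2 difference of -0.15 (exact permutation test, two-sided, p = 0.50). *Pcdhga9* and *Pcdhga2* made up most of this sum in the WT libraries, in different proportions from library to library, and *Pcdhgb4* made up most of it in each *Tyrobp-/-* library. The authors' deposited table has 25 listed peaks of *Pcdhg* genes, among which the 3′ UTR peak from 37841694 to 37841873, given to *Pcdhgc4*, is listed 9 times, each with a log2 fold change of -0.42. From the changes of these genes, the paper proposes a possible relation between *Pcdhg* expression and TYROBP.

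**Figure D3:**
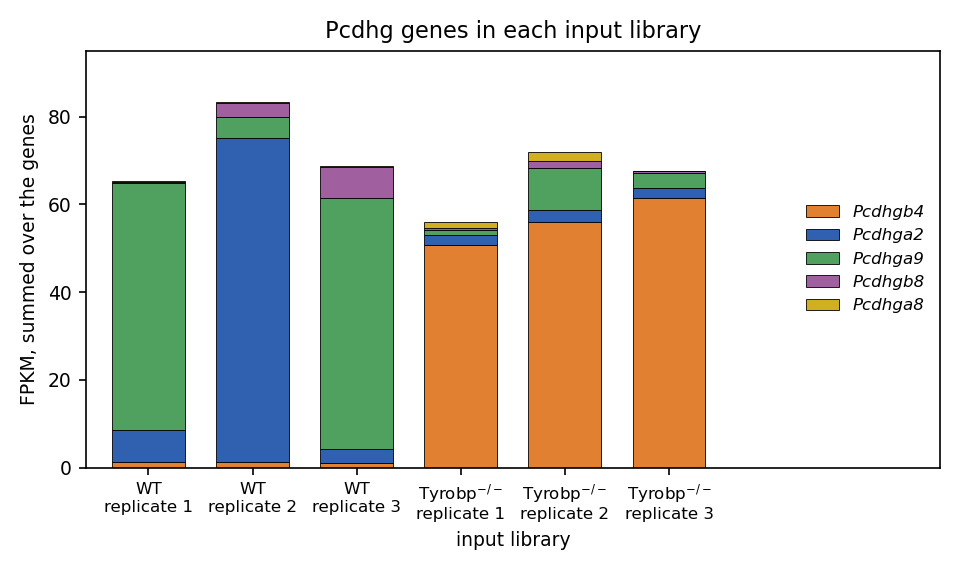
FPKM of the 5 *Pcdhg* genes stacked for each input library, so that the height of a bar is their sum. The sums lie between 56.0 and 83.3 FPKM, with *Pcdhgb4* the largest part in the *Tyrobp-/-* libraries.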

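*Fam177a* lies on the forward strand of chromosome 12 from 55124469 to 55142104 (GRCm38), and *Gm2436*, whose values went the opposite way, lies on the reverse strand from 55142109 to 55151007. The WT peak list holds 0 peaks of *Fam177a* and the *Tyrobp-/-* list holds 2. Its listed peak, in the 3′ UTR from 55138961 to 55139410, has a log2 fold change of 0.56 (p = 0.127) in the authors' deposited table, short of both thresholds.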

*Fam177a* was upregulated in our *Tyrobp^–/–^* mice, and downregulation of this gene impairs the transduction of TLR4 signaling; inhibits the phosphorylation of NF-κB, Akt, Erk1/2 and JNK; and downregulates TLR4, MyD88, TRAF6, and TRIF (Chen et al., 2021). The potential implication of *Fam177a* in AD requires further investigation.

Our *Tyrobp^–/–^* mice showed dysregulation of several pathways, including signaling pathways involving cAMP, MAPK, AMPK, and PI3K-Akt. TYROBP may interact with SHIP1 and DOK3 to inhibit Syk, PI3K, and ERK, as well as signaling involving Toll-like receptors in macrophages (Xing et al., 2015; Hamerman et al., 2016). PI3K activates Akt to inhibit mitogen-activated protein kinase kinase kinase, which in turn inhibits Toll-like receptors (Hamerman et al., 2009). Analysis of the overlap between m6A methylation and gene expression identified several pathways, such as the NLR signaling pathway. Unlike Toll-like receptors, NOD-like receptors are intracellular proteins that scan the cytoplasm for the presence of intracellular invaders. Future studies are needed to examine whether NLRs also contribute to NHD.

Our *Tyrobp^–/–^* mice showed dysregulation of pathways involving cell adhesion molecules. Neural cell adhesion molecules are involved in memory formation and consolidation (Welzl and Stork, 2003), and they also regulate synapse formation, maintenance and function (Thalhammer and Cingolani, 2014). Levels and function of synaptic cell adhesion molecules are altered in brain tissues, cerebrospinal fluid, and sera in AD patients (Leshchyns’ka and Sytnyk, 2016). Our results provide a hint of a relationship between cell adhesion molecules and NHD, so the potential role of these molecules in memory impairment should be explored.

In summary, our study demonstrates that *Tyrobp^–/–^* mice share behavioral and pathological features of mouse models of AD. Knocking out TYROBP reduced m6A methyltransferases components METTL3, METTL14, and WTAP. These and other observed alterations in m6A methylation profiles may provide clues to the pathogenesis of NHD, AD and other diseases related to the *Tyrobp* gene. Further study is necessary to investigate how decreasing m6A methylation mediates the histopathological and behavioral deficits of *Tyrobp^–/–^* mice.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus accession: GSE179827, available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179827.

## Ethics Statement

The animal study was reviewed and approved by Ethical Committee for Animal Experiments at The Affiliated Hospital of Jining Medical University.

## Author Contributions

ZL and YH designed the study. TX, RL, and YL conducted the experiments. ZL, TX, DZ, WL, RL, and YY analyzed the data. ZL and TX wrote the manuscript. All authors approved the manuscript for publication.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Downregulation of m6A Methyltransferase in the Hippocampus of Tyrobp–/– Mice and Implications for Learning and Memory Deficits
**Source:** Front Neurosci. 2022 Mar 21;16:739201. doi: 10.3389/fnins.2022.739201
**Supplement:** Supplementary Table 1 — Sequences of primers used for RT-qPCR analysis of mRNA levels.

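Supplementary Table 1 gives the forward and reverse primer and the product length for each gene measured by RT-qPCR. The pairs for *Pcdhgb4* and *Pcdhga2* have the same reverse primer, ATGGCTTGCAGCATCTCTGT, with products of 147 bp and 119 bp, so these assays are told apart by their forward primers, TGAGTCAACCTCCCATCAGC and CCCAACACTGACTGGCGT. The 2 genes end at the same position of chromosome 18, 37841870, in the paper's expression table.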

**Supplementary table 1.** Sequences of primers used for RT-qPCR analysis of mRNA levels.

| Gene | Sequence | Product size (bp) |
| --- | --- | --- |
| *Mwttl3* | Forward: 5’ CGCTGCCTCCGATGTTGATCTG 3’ | 85 |
| *Mettl14*  *Wtap*  *Fto*  *Alkbh5*  *Fam177a* | Reverse: 5’ CTGACTGACCTTCTTGCTCTGCTG 3’  Forward: 5’ TGCAGCACCTCGGTCATTTA 3’  Reverse: 5’ TAACCCCACTTTCGCAAGCA 3’  Forward: 5’ GAAGGAGACACGACAGCAGTTGG 3’  Reverse: 5’ GCTTGTGACCTCTGCCTGATCTAC 3’  Forward: 5’ ATGAAGACGCTGTGCCACTGTG 3’  Reverse: 5’ CACGTTGTAGGCTGCTCTGCTC 3’  Forward: 5’ GCAAGGTGAAGAGCGGCATCC 3’  Reverse: 5’ GTCCACCGTGTGCTCGTTGTAC 3’  Forward: 5’ CAGCCTAGCACATGGTGACA 3’ | 87  115  104  128  241 |
|  | Reverse: 5’ AGGAAATCCACAGTGCTTCC 3’ |  |
| *Pcdhgb4* | Forward: 5’ TGAGTCAACCTCCCATCAGC 3’ | 147 |
|  | Reverse: 5’ ATGGCTTGCAGCATCTCTGT 3’ |  |
| *Tmem181c-ps* | Forward: 5’ ATACGGGTCCAGGGAGAGAG 3’ | 148 |
|  | Reverse: 5’ TTCCAGGGCTGACGTTTCAC 3’ |  |
| *Pcdhga 2* | Forward: 5’ CCCAACACTGACTGGCGT 3’ | 119 |
|  | Reverse: 5’ ATGGCTTGCAGCATCTCTGT 3’ |  |
| *Gpr176* | Forward: 5’ CGATGAGCAGACGTGAGGG 3’ | 424 |
|  | Reverse: 5’ ACAGACCACACTGGCACAAA 3’ |  |
| *Slc16a7* | Forward: 5’ TCTGACAACAGGTCACCTTC 3’ | 125 |
|  | Reverse: 5’ AAAGGACGCACAGACTACGA 3’ |  |
| *β-actin* | Forward: 5’ GTGCTATGTTGCTCTAGACTTCG 3’  Reverse: 5’ ATGCCACAGGATTCCATACC 3’ | 174 |

# Supplementary material for: Downregulation of m6A Methyltransferase in the Hippocampus of Tyrobp–/– Mice and Implications for Learning and Memory Deficits
**Source:** Front Neurosci. 2022 Mar 21;16:739201. doi: 10.3389/fnins.2022.739201
**Supplement:** Supplementary Table 2 — Information of quality control of the raw data.

**[Supplementary](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179827,%20supplementary) table 2. Information of quality control of the raw data.**

| Sample_ID | Raw  reads | Raw  bases | Valid reads | Valid  bases | Valid (%) | Q20  (%) | Q30 (%) | GC  (%) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| WT1 IP | 63258414 | 9.49G | 61189368 | 8.42G | 88.69 | 98.62 | 95.59 | 50.24 |
| WT2 IP | 70111114 | 10.52G | 66972696 | 9.34G | 88.84 | 97.15 | 92.31 | 49.16 |
| WT3 IP | 74177590 | 11.13G | 71579536 | 9.90G | 88.97 | 98.59 | 95.52 | 49.75 |
| *Tyrobp^-/-^*1 IP | 64581218 | 9.69G | 62814416 | 8.72G | 89.97 | 98.50 | 95.28 | 49.33 |
| *Tyrobp^-/-^*2 IP | 65432882 | 9.81G | 63295282 | 8.82G | 89.91 | 97.07 | 92.19 | 48.46 |
| *Tyrobp^-/-^*3 IP | 70342546 | 10.55G | 68297502 | 9.51G | 90.16 | 98.52 | 95.30 | 49.03 |
| WT1 input | 72104300 | 10.82G | 70350116 | 9.66G | 89.35 | 98.46 | 95.23 | 47.63 |
| WT2 input | 74009440 | 11.10G | 71350220 | 9.89G | 89.09 | 96.98 | 92.18 | 47.80 |
| WT3 input | 75560816 | 11.33G | 73554506 | 10.15G | 89.55 | 98.44 | 95.23 | 47.98 |
| *Tyrobp^-/-^*1 input | 69496210 | 10.42G | 67033990 | 9.25G | 88.75 | 98.27 | 94.96 | 48.00 |
| *Tyrobp^-/-^*2 input | 71328172 | 10.70G | 68879896 | 9.56G | 89.34 | 97.12 | 92.40 | 47.94 |
| *Tyrobp^-/-^*3 input | 71350674 | 10.70G | 69188154 | 9.56G | 89.35 | 98.39 | 95.14 | 47.59 |

How the deposited data were processed for this re-analysis (not part of the article)

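Hippocampal RNA of 6-month-old WT and *Tyrobp-/-* mice was studied by MeRIP-seq, with 3 samples of each genotype, each pooled from 3 mice, and an IP and an input library of each sample. The authors removed adapters and low-quality reads with fastp, mapped the reads with HISAT2 to the Ensembl v96 mouse genome (GRCm38), called peaks with exomePeak on the 3 replicates of each genotype together and annotated them with ChIPseeker. The authors deposited the counts of raw and valid reads of each library, and the percent of bases that reached Q20 and Q30, that were valid or that were G or C, as fastp reports them. In the peak lists, the authors deposited for each peak the p-value of IP against input, its log10 (as log10 of the p and of the FDR) and the ratio of IP over input as a fold enrichment scaled by exomePeak. In the table that compares the genotypes, the authors deposited for each peak the log2 fold change of enrichment in *Tyrobp-/-* over WT mice, the p-value of that comparison and the log10 of its FDR. The paper's text does not name the rule by which peaks entered that table. The FPKM that the authors computed with StringTie for the input libraries were taken from the paper's Supplementary Table 4, of which the first 606 of 33262 rows are held. They are sorted by p up to 0.0764, so its rows with a p below 0.05 are complete. The first 711 of 5640 rows of Supplementary Table 3 and the first 628 of 5640 rows of Supplementary Table 5 are held, and no overlap or enrichment was computed on them.

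The gene positions of the deposited lists were checked against the RefSeq genes of GRCm38, and 99.7% of the 15909 genes matched by symbol overlapped. Peaks were counted as differential at a fold change of at least 2 and an unadjusted p below 0.05, as the legend of Figure 6 states. Annotation shares were computed from the authors' annotation, with exact 95% binomial intervals (Clopper-Pearson). Peaks of the WT and *Tyrobp-/-* lists were called shared when they overlapped by at least 1 bp, introns inside a peak's span included (bedtools 2.31.1). Shares were compared with Fisher's exact test, two-sided. Peaks were not resampled, because a peak has 1 value over pooled replicates, so intervals and tests cover counting error only. GO terms were tested among the 9 that the paper names for each direction, with the genes of the comparison table as background, by Fisher's exact test with Benjamini-Hochberg adjustment.

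For FPKM, the mean of log2(FPKM + 0.1) was compared between genotypes by an exact permutation test, two-sided, whose smallest p with 3 samples against 3 is 0.10. Genes with a group at 0 in all libraries are given by library, without a mean or a fold. The depth was between 61189368 and 73554506 valid reads per library, and the depth behind the value of a single peak or gene is unknown. The genes reported are every gene that the paper's text or figure labels name for a peak, an expression change or a qPCR, where the tables hold it, *Tyrobp* and the m6A enzyme genes, and the 5 peaks with the largest rise and the 5 with the largest fall among those past both thresholds and an FDR below 0.05. *Gm2436*, *Oxt* and *Trh* fall outside this rule and were chosen after their values were seen. The m6A enzyme genes *Mettl3*, *Mettl14*, *Wtap*, *Fto* and *Alkbh5* are not among the rows held, so their FPKM are not given. The rows held reach a p of 0.0764, so where the table lists these genes their p is not below that value.

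A list of 25 genes characteristic of hypothalamic cells was used for 1 test, reported among the additional observations. Alternatives tried were the FDR of the comparison, other fold change thresholds, a stricter peak-calling threshold, a minimum fold enrichment of 4, 1 peak per gene, weighting by width, a reciprocal overlap of 50%, another background for GO terms, pseudocounts of 0.01 and 1, a minimum mean FPKM of 0.5, each library left out in turn, and the replicate number as a block. Behavior, ELISA, western blot, immunofluorescence and RT-qPCR have no deposited files and were left out, as were the enrichments of differentially expressed genes, because the table behind them is held in part. Motifs were not searched, since no reference genome sequence was at hand. The computations were tested on simulated data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.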

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

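*Oxt* and *Trh* were chosen after their values were seen, and so was the test of the loss of *Tyrobp* in every pool. The values of *Pmch* and *Hcrt*, which the paper names, had also been seen. The other 21 genes of the list used below had not been seen before.

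*Oxt* and *Trh*, which the paper does not discuss, had high values in 1 library. *Oxt* was at 16.5 FPKM in *Tyrobp-/-* replicate 1, against at most 1.64 FPKM in any WT library, and at 1.63 and 0 FPKM in the other *Tyrobp-/-* libraries. *Trh* was at 17.2 FPKM in *Tyrobp-/-* replicate 1, against at most 4.09 FPKM in any WT library, and at 4.03 and 2.16 FPKM in the other *Tyrobp-/-* libraries. *Pmch* (106, 11.6 and 1.01 FPKM) and *Hcrt* (16.3, 1.48 and 0.0527 FPKM) were also highest in *Tyrobp-/-* replicate 1. All 4 genes encode hypothalamic peptides.

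A rise in every *Tyrobp-/-* pool through the loss of *Tyrobp* stays open. In *Tyrobp-/-* replicate 3, 1 of these 4 genes, *Pmch*, lay above all WT libraries, but this is a single library and the genes were chosen for being high in another, so it decides nothing. RNA of hypothalamic cells in the first *Tyrobp-/-* pool, which dissection could bring in, stays open. A list of 25 hypothalamic genes was written for this, of which the paper names 2 from these libraries and 3 are also expressed in the hippocampus. In the pooled peak lists, of the 21 genes of the list not seen before, 11 have a peak in WT and 11 in *Tyrobp-/-* mice, 9 of them in both, so 2 have a peak in WT only and 2 in *Tyrobp-/-* only (exact sign test, two-sided, p = 1). Of the 4 genes seen before, *Oxt* and *Trh* each have 1 peak in the WT list and 0 in the *Tyrobp-/-* list, and *Pmch* and *Hcrt* have 0 in both. Pooled lists cannot show a single library, so this test leaves the explanation undecided. Of these 21 genes, FPKM are held for 1, *Lhx9*, at 4.29, 1.74 and 3.57 FPKM in *Tyrobp-/-* and 1.73, 2.59 and 2.03 FPKM in WT mice. Among the 5 genes of the list with FPKM held, *Pmch* was highest in *Tyrobp-/-* replicate 1 and *Trh* was highest in each WT library, between 2.93 and 4.09 FPKM. A difference between individual mice was not tested.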

How the results depend on the processing

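The alternatives were set before the data were examined, except a fold change above 2 in place of at least 2, the comparisons of lower with higher peaks and of each with the other listed peaks, and the 5′ UTR, first exon and other exon shares of the differential peaks, which were chosen after the result was seen.

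The counts of differential peaks, 508 higher and 314 lower, changed with the threshold: 312 and 180 with the FDR, 1313 and 760 at a fold change of 1.5, 2476 and 1471 without a fold change threshold, and 116 and 87 at a fold change of 4. Under each of these settings more listed peaks were higher than lower, which gives no global m6A level. Under the other settings tried they stayed between 375 and 508 higher and between 233 and 312 lower peaks. These changes follow from the thresholds themselves.

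The annotation shares moved by more than counting error in the alternatives tried, except the other exon share of *Tyrobp-/-* peaks at a fold enrichment of at least 4. At a peak-calling FDR below 1e-5, the shares in WT were 57.7% (3′ UTR), 18.2% (5′ UTR), 6.47% (first exon) and 17.7% (other exon), and in *Tyrobp-/-* mice 60.3%, 16.4%, 6.17% and 17.1%. At a fold enrichment of at least 4 they were 45.3%, 19.5%, 13.4% and 21.8% in WT and 46.7%, 18.2%, 13.4% and 21.6% in *Tyrobp-/-* mice. With 1 peak per gene they were 57.4%, 13.9%, 11.0% and 17.7% in WT and 60.1%, 12.4%, 10.9% and 16.6% in *Tyrobp-/-* mice. Weighted by width, introns inside a peak's span included, they were 32.8%, 42.4%, 9.87% and 14.9% in WT and 35.4%, 40.4%, 8.91% and 15.3% in *Tyrobp-/-* mice. In all 4 alternatives the 3′ UTR share was higher and the 5′ UTR share lower in *Tyrobp-/-* mice, as in the reported values. The first exon share was lower in *Tyrobp-/-* mice in all 4 (at a fold enrichment of at least 4, 13.42% against 13.44%), against higher in the reported values, and the other exon share was higher only when weighted by width. The cause was not tested.

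The shared peaks, 80.01% of the WT and 77.9% of the *Tyrobp-/-* peaks, became 55.8% and 53.7% with a reciprocal overlap of 50%, 89.0% and 88.0% at a peak-calling FDR below 1e-5, and 76.8% and 73.8% at a fold enrichment of at least 4. The higher 3′ UTR share of peaks found in *Tyrobp-/-* mice only kept its direction and its side of the threshold in the 4 alternatives, with differences between 5.26 and 27.9 percentage points.

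Of the differential peaks, the shares in 3′ UTRs, first exons and other exons became 51.2%, 11.2% and 18.9% with the FDR, 54.4%, 10.2% and 17.9% at a fold change of 1.5, and 53.3%, 10.2% and 18.6% over all listed peaks. Their 3′ UTR share against the other listed peaks, a difference of -11.2 percentage points, was -2.24 percentage points with the FDR (Fisher's exact test, p = 0.345), no longer past the threshold, and reversed to 1.82 percentage points at a fold change of 1.5 (p = 0.193). With 1 peak per gene it was -12.6 percentage points. Taking all listed peaks leaves no other peaks to compare with, so that alternative gives no value. Taken apart, the difference of lower peaks from the other listed peaks stayed between -28.1 and -18.3 percentage points in the 3 alternatives, against -26.6 percentage points, while that of higher peaks, -1.75 percentage points, reversed to 9.68 with the FDR (Fisher's exact test, p = 0.000843) and to 13.4 at a fold change of 1.5 (p = 3.03e-17). The lower share of lower than of higher peaks in 3′ UTRs kept its direction and its side of the threshold in 4 alternatives, between -32.6 and -24.2 percentage points.

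For the GO terms of genes with higher peaks, 0 terms had an adjusted p below 0.05, and 2 at a fold change of 1.5. For genes with lower peaks, the count of 1 became 0 with the background of all genes with a listed peak, 0 with the FDR and 0 at a fold change of 1.5. The cause was not tested.

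The count of named genes whose FPKM did not overlap between genotypes, 12 of 19 against 10% by chance, was 11 of 15 without genes of low mean FPKM. A pseudocount cannot change it, since it keeps the order of the values. Leaving out a library can only keep or raise it, since groups that do not overlap stay apart with fewer libraries, so its values of 12 to 15 say nothing about stability. Of the 36 values of single genes with another pseudocount, 7, of 6 genes, moved by more than the spread between replicates, mostly with a pseudocount of 1, and 0 changed sign. Of the 108 values with a library left out, 0 changed sign and 14, of 8 genes, moved by over 1.5 times. Without *Tyrobp-/-* replicate 1 the log2 difference of *Pmch* fell from 3.88 to 2.26, of *Hcrt* from 2.64 to 0.95 and of *Cldn19* from 0.99 to 0.62. Without WT replicate 2 that of *Pcdhga2* went from -2.23 to -0.92, and without WT replicate 1 that of *Nlrp6* went from -0.72 to -0.22 and that of *Mgam* from -1.34 to -0.88. That of *Pcdhga8* fell from 1.80 to 1.09 without *Tyrobp-/-* replicate 2, and that of *Pcdhgb8* went from -1.56 to -0.63 without WT replicate 3. Leaving out other libraries made differences of the same genes larger. Without *Tyrobp-/-* replicate 3, that of *Hcrt* rose to 4.33, of *Cldn19* to 1.49 and of *Pcdhga8* to 3.00. Without WT replicate 2, that of *Mgam* went to -2.15 and of *Nlrp6* to -1.13. Without WT replicate 1, that of *Pcdhgb8* went to -2.85. With the replicate number as a block, 13 of the 19 genes had differences of 1 sign in all 3 blocks, against 25% by chance. The FPKM do not show that the numbers pair the samples: the correlation between same-numbered libraries over the 606 genes held, after subtraction of each genotype's mean, was 0.01, 0.14 and -0.02. Base quality and the GC content of the IP libraries do follow the number, with replicate 2 lowest in both genotypes. No paired analysis was possible for peaks, because the tables carry no replicate values. The depth of a peak or a gene is not in the files, so what it limits could not be given.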

Differences from the paper's values

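The tests of the first exon, 5′ UTR and other exon shares of the differential peaks and of a fold change above 2 were chosen after the result was seen.

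The share of differential peaks in first exons was 15.8%, and the paper's value is 10.2%. A fold change of 1.5 (10.2%), the FDR (11.2%) and all listed peaks (10.2%) give values within 1.5 times the paper's, and 1 peak per gene (15.7%) does not. These settings were set before the data were examined for the 3′ UTR share, and their use for first exons was chosen after seeing the values. The share in 3′ UTRs was 43.7% against the paper's 53.26%, in 5′ UTRs 18% against the paper's 17.93%, and in other exons 22.5% against the paper's 18.62%. All 4 of the paper's values equal those of all 5640 listed peaks, differential or not (53.3%, 17.9%, 10.2% and 18.6%).

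The paper counts 498 higher and 312 lower peaks, and the deposited table gave 508 and 314. A fold change above 2 in place of at least 2, chosen after seeing the values, gives 498 and 312. The setting with mitochondrial peaks left out gives 508 and 312, and the one with peaks overlapping a listed peak gives 499 and 305. From the complete part of its Supplementary Table 4, 90 genes were higher and 96 lower, against the paper's 86 and 85. The lowest Q20 share of a library was 96.98%. The paper gives a share of reads above 97% and does not say whether this holds for each library.

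The paper describes *Alcam* as hypomethylated and upregulated. Its 2 listed peaks are at log2 fold changes of 0.50 and 0.39 in the authors' deposited table, and its expression has a log2 difference of -1.09. The paper describes *Cldn19* and *Pstpip1* as hypomethylated. Their listed peaks have negative log2 fold changes, -0.74 and -0.70, in the authors' deposited table, short of a fold change of 2. The paper associates higher and lower peaks with 9 GO terms each. For higher peaks 0 terms had an adjusted p below 0.05, and at a fold change of 1.5 there were 2, cytoplasm and metal ion binding. For lower peaks 1 had, nucleus, with a lower share than among the other genes.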

Other observations

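The tests of weak peaks, of GC content with and without the replicate number as a block, of reads of shared *Pcdhg* exons, of the region around *Tyrobp*, of near-identical gene copies and of base quality were chosen after the result was seen, as was the comparison of lower with higher peaks, while the tests of gene models and of chance placement were written before their results were seen. The definition of near-identical copies was changed once after the pairs were seen.

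Peaks lower in *Tyrobp-/-* mice lay less often in 3′ UTRs (28.3% of 314) than peaks higher there (53.1% of 508). Weak peaks as the cause are argued against, since among peaks with a peak-calling p below 1e-5 the shares were 31.8% and 56.0% (Fisher's exact test, two-sided, p = 6.61e-09). Predicted genes, pseudogenes and Riken gene models are argued against as well, since without them the shares were 36.1% and 63.1% (Fisher's exact test, p = 9.63e-11). The GC content of the IP libraries stays open: *Tyrobp-/-* minus WT it differed by -0.777 percentage points (exact permutation test, two-sided, p = 0.20), and the inputs by 0.04 percentage points (p = 0.90). Within replicates 1, 2 and 3 the IP libraries differed by -0.91, -0.70 and -0.72 percentage points, 1 sign in all 3 (exact sign-flip test, two-sided, p = 0.25, the smallest that 3 blocks allow), and the inputs by 0.37, 0.14 and -0.39 percentage points. Neither design can reach a p below 0.05, and the files used here do not tie the GC content of a library to single peaks. Peaks are pooled over replicates, so the spread between samples is unknown, and a difference caused by the genotype stays open and was not tested.

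*Pcdhg* genes went opposite ways while their sum hardly changed. Reads of shared 3′ exons may have been assigned to different members: the log2 difference of the sum over the 5 genes held was -0.15, against 5.40 for *Pcdhgb4*. A switch in promoter use would also keep the sum, so the 2 cannot be told apart from FPKM. The paper reports that RT-qPCR verified the changes of *Pcdhgb4* and *Pcdhga2*, a measure that does not rest on read assignment. Its values were not at hand and its primers were not mapped, so it was not weighed here.

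Differential peaks of neighbouring genes did not go the same way more often than by chance. Of the called genes, 202 had another called gene of the same direction within 500 kb, against 215 on average in 10000 permutations of the calls over the listed genes, with 95% of them between 185 and 246 (permutation p = 0.804). Of the 119 neighbouring pairs of the same direction, 3.36% have symbols that differ only in their last 3 characters. Within 5 Mb of *Tyrobp*, 10 of 53 listed peaks were differential (18.9%), against 14.5% elsewhere (Fisher's exact test, two-sided, p = 0.333), so DNA of another background around the targeted gene was neither shown nor excluded with so few peaks. No biological explanation was tested.

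Replicate 2 had the lowest Q30 share in all 4 groups of libraries, which has a probability of 0.037 if the numbers are unrelated between groups. This is consistent with same-numbered libraries sharing a sequencing run, which the labels do not name. Because both genotypes have a replicate 2, it does not separate the genotypes.

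The peak lists hold 0 peaks of *Mettl3*. *Mettl14* has 1 listed peak, with a log2 fold change of -0.67 (p = 7.24e-05, FDR 0.000676) in the authors' deposited table, short of a fold change of 2. Listed peaks of *Fto* (1.81, p = 0.448) and *Alkbh5* (0.45, p = 0.0166) in the authors' deposited table were also short of a threshold in log2 fold change or p, and *Wtap* has 0 peaks in the comparison table. None of these 5 genes is among the rows held of the paper's Supplementary Table 4, which is sorted by p and complete up to 0.0764, so where that table lists them, their p for expression in the input libraries is not below 0.0764.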
